A study of Arabidopsis thaliana with 9 samples.

How the data were processed

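The series measured messenger RNA in roots of an Arabidopsis thaliana (ecotype Col-0) line in which the transcription factor PERIANTHIA (PAN) is switched on by the chemical β-estradiol. In such XVE lines an estradiol-responsive activator drives the transgene. Per the labels, plants on medium containing 1% sucrose were moved to the same medium with β-estradiol at 10 uM. Induction lasted 0, 6 or 24 h, and total growth was 5 days at each time. Each of the 3 times had 3 biological replicates, 9 samples in all, grouped by the time and replicate number in their titles. Per the labels' protocols, polyadenylated RNA was converted to strand-specific libraries and read as single-end reads of 100 bp. The labels call the tissue whole root in one field and root dissected about 0.5 cm from the tip in another. No mock-treated samples and no line without the transgene were among the samples, so time on estradiol, time since transfer and PAN induction change together.

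The only file was a table with 33201 rows of locus identifiers, of which 282 join more than 1 locus. It gives 1 value per row and induction time, which the authors made by combining the 3 replicates before deposit. The header and labels name no unit. The deposited values were taken as FPKM (fragments scaled by transcript length and library size) from the values themselves. They are not whole numbers, their sums differ between the times, and the lowest values fall with transcript length. At 0 h the 0.5th percentile of the values above 0 was 0.0487 in the shortest of 6 length classes and 0.0125 in the longest. The table also holds the authors' own log2 fold change for each pair of times and a q-value per fold change, per the file headers. Among rows with both values above 0, the deposited log2 fold change equalled their log2 ratio within 0.001 in at least 99.9953% per comparison. The aligner, the counting tool, the genome build, the annotation and the test behind the q-values are not stated.

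Because no value per replicate was given, the planned fits across replicates with limma could not be made. The same holds for the exact permutation tests, the replicate block, the fits that leave out a replicate, the test over all 3 times and the count of other sample splits. A gene was therefore called changed when its q-value in the authors' deposited table was below 0.05 and its mean value over the 3 times was at least 1, which 17841 rows reached. The authors' deposited test is the only measure of replicate error, and it could not be repeated. Changes are differences of log2(value + 1) unless the text names the authors' log2 fold change. The pseudocount of 1 understates the change of low genes.

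The deposited q-values behave as a Benjamini-Hochberg adjustment pooled over the 53530 tests of all 3 comparisons with a q-value below 1. Under that reading the smallest q-value of 0.000358, shared by 7475 tests, corresponds to a p-value of 5e-05. Of the p-values recovered in this way, 99.7% were whole multiples of that value. This allowed the adjustment to be redone within each comparison and within a gene list. The smallest q-value is thus a floor, and genes at the floor have no order.

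Named genes followed a rule fixed before the data were examined: PAN, each gene of a stem cell niche list called in any comparison, and the 3 called genes with the largest rise and the 3 with the largest fall in each comparison. The part of the rule that asked for no overlap between replicates could not be applied. The lists of 19 stem cell niche genes, 9 TGA family genes, 12 cell cycle genes, 10 root hair genes, 11 clock genes, 10 touch and wounding genes and 9 photosynthesis genes were also fixed beforehand. A list of 18 nitrate response genes and the splits of the clock and TGA lists were chosen after the values were seen, and so was the set of 268 ribosomal protein genes with a mean of at least 1, taken from product names. A list's median change is given as its percentile among 10000 random lists of the same size. These were matched on the mean value over the 3 times (10 classes), or on that mean and transcript length (5 by 10 classes). Such percentiles describe the pooled libraries and are not p-values.

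Names, spliced lengths of the longest transcript, GC content and gene neighbours came from the TAIR10.1 reference. It matched 32218 of the 32919 rows of a single locus (97.9%), and 17501 of the 17841 rows used (98.1%) had a transcript length. Since the authors' build is not stated, no coordinates are given. Trends of the change with length were removed as running medians over 50 length bins. Transcript stretches of 100 bp found in another gene's longest transcript on either strand were counted as shared.

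The alternatives fixed beforehand that could be computed were a pseudocount of 0.1, no filter on low values, a minimum mean of 5, quantile normalization, median-of-ratios scaling and a minimum change of 1 on the log2 scale. Those added after the data were seen were the adjustment within each comparison, a q-value below 0.01, rows of a single locus, removal of the length trend, the authors' log2 fold change and the minimum change of 1 taken with a pseudocount of 0.1 or by the authors' log2 fold change. The recovery of p-values, the length correction and the list percentiles were tested on simulated data for 17841 genes. In the simulated counterpart of the comparison with few changes, re-adjustment gave 115 calls from the true p-values and 115 from the recovered ones, and the largest difference in calls over the simulated comparisons was 2. Of all simulated p-values 75.3% were recovered to the grid step, and of those below 0.05 100% were. Of 400 unshifted lists, 5% lay outside the middle 95% of random lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used. Read depth is unknown, so no counting intervals are given.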

Results

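The data comprised 1 pooled FPKM value per gene at 0, 6 and 24 h of PAN induction in roots, each made by the authors from 3 biological replicates. PAN is a bZIP transcription factor, AT1G68640, and the comparisons ask which genes change after it is switched on. The read depth of the samples is unknown. The values summed to 933264 at 0 h, 860568 at 6 h and 989899 at 24 h. The number of rows with a value of at least 1 was 17431, 17603 and 17897 in the same order, and the 100 highest rows held 18.1%, 15.5% and 17.3% of the sum. Median-of-ratios factors between the times were 0.985, 0.990 and 1.018. No spread between replicates can be given for any value below, and replicate error enters only through the q-values of the authors' deposited table.

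The induced gene was examined at each time. PAN had a value of 1.03 at 0 h, 688 at 6 h and 385 at 24 h. Its change in log2(value + 1) was 8.40 from 0 to 6 h and 7.57 from 0 to 24 h, and it fell by 0.83 from 6 to 24 h. The authors' deposited table gives log2 fold changes of 9.38, 8.54 and -0.84 for these comparisons, each at the smallest q-value in the table, 0.000358. The choice that moved the early change most was the absence of a pseudocount, which gave the 9.38 of the authors' deposited table. Transgene and endogenous transcripts cannot be separated in a value per gene. PAN also overlaps AT1G68630 and AT1G09003 on the other strand, and 28.5% of the 100 bp stretches of its longest transcript lie in one of these genes.

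Changes in the first hours were assessed by comparing 6 h with 0 h. By the q-values of the authors' deposited table, 2021 of 17841 genes were called, 710 higher and 1311 lower at 6 h. Lower genes made up the larger part, since 35.1% of the calls were higher. The count depended most on a minimum change: 460 calls had a change of at least 1 in log2(value + 1), and 638 by the log2 fold change of the authors' deposited table. Of the 460, 226 were higher and 234 lower, so the excess of lower genes was not seen among the larger changes. When the p-values recovered from the authors' deposited table were adjusted within this comparison alone, 1358 of the 2021 genes stayed called.

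Apart from PAN, the largest rises from 0 to 6 h among called genes were in 2 genes annotated as RmlC-like cupins. AT5G38910 was listed at 0 at 0 h and had values of 22.3 at 6 h and 65.2 at 24 h. AT1G50590 rose from 0.742 to 24.3, a change of 3.86 in log2(value + 1), and stood at 18.4 at 24 h. For both genes the q-value for this comparison in the authors' deposited table was 0.000358. The largest falls were in AT4G28088, EXPA8 and AT4G01890. AT4G28088, annotated as a low temperature and salt responsive protein, fell by 2.52 from 51.0 to 8.04, with a q-value of 0.00315 in the authors' deposited table. The expansin gene EXPA8 (AT2G40610) fell by 2.52 from 27.7 to 4.01, and the pectin lyase-like gene AT4G01890 fell by 2.32 from 12.9 to 1.80. Both had a q-value of 0.000358 in the authors' deposited table.

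The later state was assessed by comparing 24 h with 0 h. By the q-values of the authors' deposited table, 8504 genes were called, 4251 higher and 4253 lower. This was 47.7% of the genes with a mean value of at least 1, against 11.3% at 6 h. With a change of at least 1 in log2(value + 1), 3178 genes were called, 1685 higher and 1493 lower. Adjustment within this comparison gave 9046 calls. The direction of the 8504 calls followed transcript length. Of the called genes with a transcript shorter than 1000 bp, 1074 were higher and 225 lower at 24 h. Of those with a transcript of at least 3000 bp, 87 were higher and 1013 lower. Across 17501 genes, Spearman's rho between length and change was -0.39 for 24 h against 0 h, -0.47 for 24 h against 6 h and -0.016 for 6 h against 0 h. Within expression quartiles, rho at 6 h against 0 h ranged from 0.047 in the lowest to -0.14 in the highest. These are correlations across genes, which are not independent replicates.

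**Figure D1:**
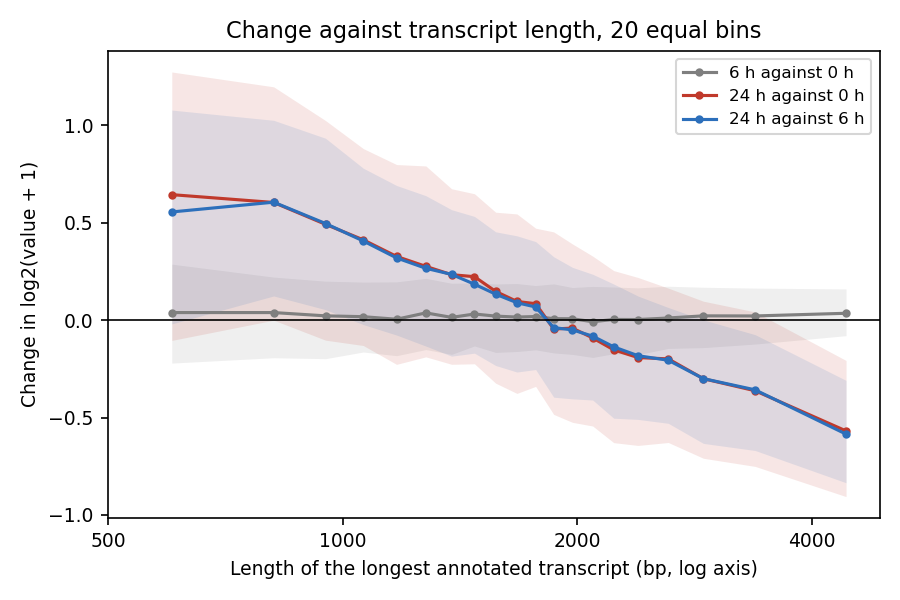
Median change in log2(value + 1) (lines) and its quartiles (shaded) against transcript length in bp on a log axis, over 20 bins with equal numbers of genes, for each comparison. At 24 h the shortest bins lie above 0 and the longest below 0, against both earlier times, while 6 h against 0 h stays near 0.

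**Figure D2:**
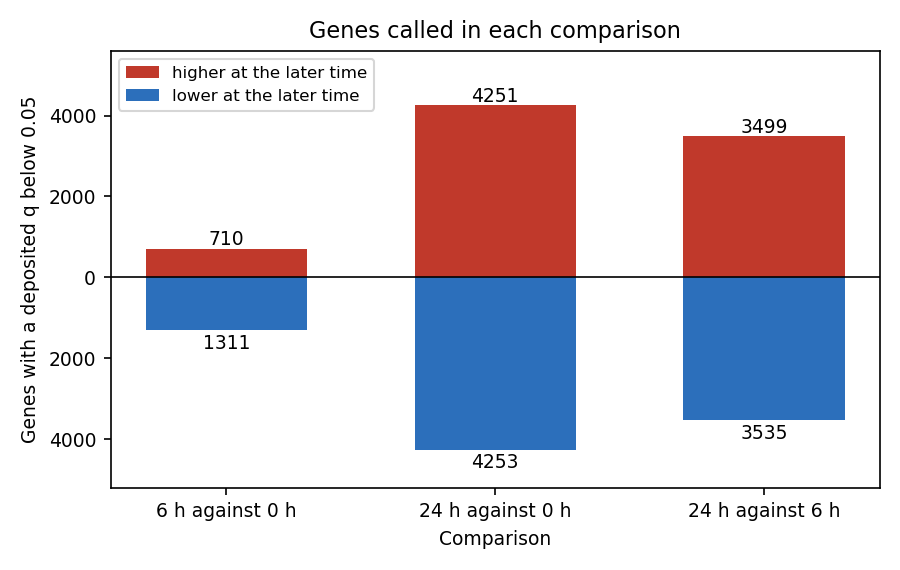
Genes called from the q-values of the authors' deposited table in each comparison (x axis), as numbers of genes (y axis) higher (red, upward) or lower (blue, downward) at the later time. At 6 h 710 genes were higher and 1311 lower, and at 24 h 4251 were higher and 4253 lower than at 0 h.

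PAN, AT5G38910 and AT3G15450 had the largest rises from 0 to 24 h. AT3G15450, annotated as an aluminum induced protein, had values of 54.6, 273 and 1448 at 0, 6 and 24 h, a change of 4.70 at 24 h. Its q-value in the authors' deposited table was 0.000358, as was that of AT5G38910. The largest falls were in ATCG00760, AT3G48344 and EXT4. The plastid locus ATCG00760 had values of 44.3 at 0 h and 7.76 at 6 h and was listed at 0 at 24 h. The uncharacterized gene AT3G48344 had values of 18.7 and 8.05 and was also listed at 0 at 24 h. Their q-values for 24 h against 0 h in the authors' deposited table were 0.0112 and 0.000358, whereas that for 24 h against 6 h was 1 for both. A value listed at 0 can be a failed estimate in this table. AT3G18000, singled out after its values were seen, had 234 at 0 h and 247 at 6 h and was listed at 0 at 24 h, where the authors' deposited table gives a log2 fold change of 0 and a q-value of 1. The extensin gene EXT4 (AT1G76930) fell by 4.26, from 411 through 184 to 20.5, with a q-value of 0.000358 in the authors' deposited table.

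Progression from the early to the late time was assessed by comparing 24 h with 6 h. By the q-values of the authors' deposited table, 7034 genes were called, 3499 higher and 3535 lower at 24 h. Of these, 2055 changed by at least 1 in log2(value + 1), 1151 higher and 904 lower. The largest rises were in the osmotin gene OSM34 (AT4G11650), in MLP328 (AT2G01520) and in AT1G76640, annotated as an EF-hand calcium-binding protein. OSM34 rose by 3.69, from 0.768 to 21.9. MLP328 rose by 3.62, from 1.76 to 32.98. AT1G76640 rose by 3.62, from 10.2 to 136. None of these genes had been called at 6 h against 0 h. The largest falls were in AT4G33070, AT3G20360 and EXT4. The pyruvate decarboxylase family gene AT4G33070 fell by 3.25, from 23.1 to 1.53. The TRAF-like gene AT3G20360 fell by 3.13, from 19.4 to 1.33, and EXT4 fell by 3.11. The authors' deposited table gives all of these genes a q-value of 0.000358 for this comparison.

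The overlap of early and late calls was then counted. Of the 2021 genes called at 6 h, 1461 were also called at 24 h against 0 h. In 1379 of these the direction was the same, 339 higher and 1040 lower, which is 68.2% of the calls at 6 h. Among the 1379 genes, 1096 (79.5%) were farther from their 0 h value at 24 h than at 6 h. In 82 genes the direction was opposite. A further 560 genes were called at 6 h and not at 24 h, and 7043 at 24 h and not at 6 h. Such one-sided calls do not show that the times differ. The comparisons share the 0 h libraries, so the overlap was not tested against chance.

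PAN is known as a regulator of the root stem cell niche, the group of cells in the root tip from which all root tissues derive, and a list of 19 genes linked to the niche was examined. Of these, 15 had a mean value of at least 1, and 11 were called in any comparison by the q-values of the authors' deposited table. Adjustment over the list alone also gave 11. By comparison, 2 genes were called at 6 h against 0 h, 10 at 24 h against 0 h and 7 at 24 h against 6 h. The matching counts adjusted over the list alone were 0, 10 and 8. The count in any comparison depended most on a minimum change of 1 in log2(value + 1), which left 2 genes, AN3 and BBM. By the log2 fold change of the authors' deposited table, it left 5 genes, as PLT1, AIL6 and SMB then passed too.

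At 6 h, MGP (AT1G03840) rose by 0.59 from 6.73 to 10.6 with a q-value of 0.0144 in the authors' deposited table. AIL6, also called PLT3 (AT5G10510), rose by 0.52 from 4.90 to 7.48 with a q-value of 0.0420 there. AIL6 shares 13.3% of its 100 bp stretches with the neighbouring gene AT5G10520. At 24 h, 9 genes of the list were called higher than at 0 h. AN3 (AT5G28640) changed most, by 2.04, with values of 14.8, 18.4 and 63.7 at 0, 6 and 24 h. BBM (AT5G17430) changed by 1.56, from 0.281 to 2.77, and AIL6 by 1.00. The other 6 genes, PLT1, PLT2, SHR, MGP, MYB56 and CYCD3;3, rose by 0.59 to 0.78. Their q-values in the authors' deposited table lay between 0.00174 and 0.0437. SMB (AT1G79580) fell by 0.88 at 24 h, from 7.31 to 3.51, with a q-value of 0.00198 in the authors' deposited table. SCR (AT3G54220) was called only for 24 h against 6 h, with values of 18.4 and 25.3 and a q-value of 0.0393 in the authors' deposited table. PLT1, PLT2 and BBM had mean values of 1.52, 1.63 and 1.28, close to the filter of 1. WOX5, also on the list, lay below the filter, with values of 0.268, 0.747 and 0.321 at 0, 6 and 24 h.

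**Figure D3:**
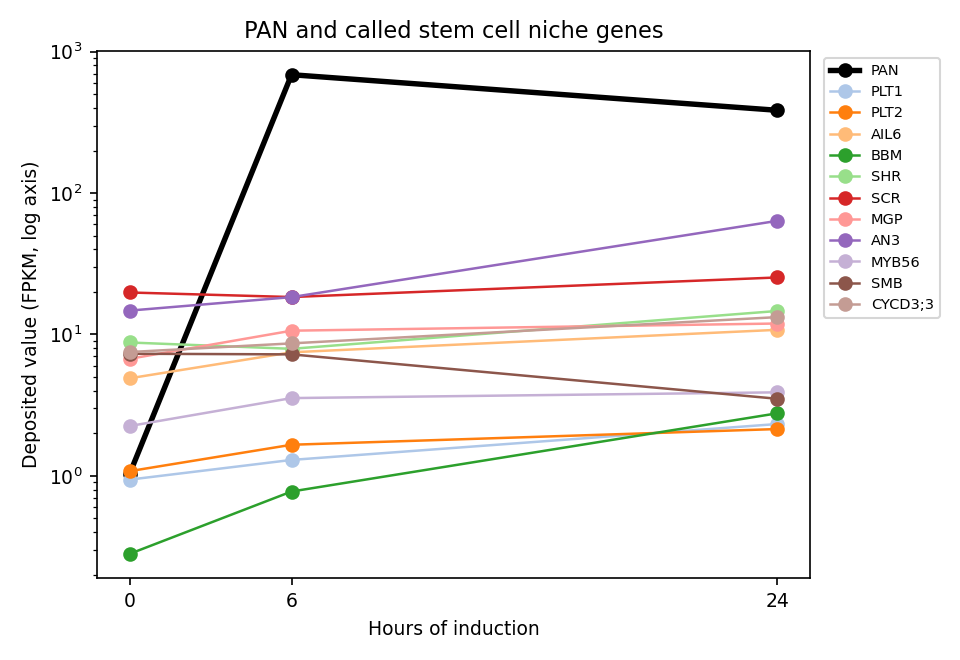
Deposited FPKM values on a log axis against hours of induction for PAN (black) and the 11 called stem cell niche genes (colours), with 1 pooled value per gene and time and no error bars because no replicate values were given. PAN goes from 1.03 to 688 and 385, AN3 rises to 63.7 at 24 h, and SMB falls to 3.51.

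The median change of the 15 niche genes was 0.21 at 6 h and 0.60 at 24 h against 0 h. These medians lay at percentiles 98.5 and 99.1 of random lists matched on expression, and at 98.8 and 99.96 of lists matched on expression and length. A changed mix of tissue in the samples, considered below for the cell cycle and root hair lists, was not tested for the niche list. Such a change and a response to PAN cannot be told apart here. The other lists fixed beforehand were compared in the same way. At 24 h the cell cycle list had a median change of 1.02, with 12 of 12 genes higher and 10 called in the authors' deposited table. The touch and wounding list had a median of 1.34, with 9 of 10 genes higher. The root hair list had a median of -0.94, with 10 of 10 genes lower, and the TGA list one of -0.85, with 7 of 9 genes lower. Medians for the clock list (-0.35) and the photosynthesis list (0.53) lay at percentiles 8.55 and 92.9 of lists matched on expression, within their middle 95%. At 6 h the photosynthesis list had a median of -0.34, at percentile 0.81 of such lists, with 6 of 6 genes lower and none called. The touch and wounding list had a 6 h median of 0.22, at percentile 99.76. None of these directions flipped under quantile normalization, median-of-ratios scaling or removal of the length trend. Median-of-ratios scaling, which shifted called genes by at most 0.049, and the length correction at 6 h, which shifted them by at most 0.070, could not have flipped one.

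**Figure D4:**
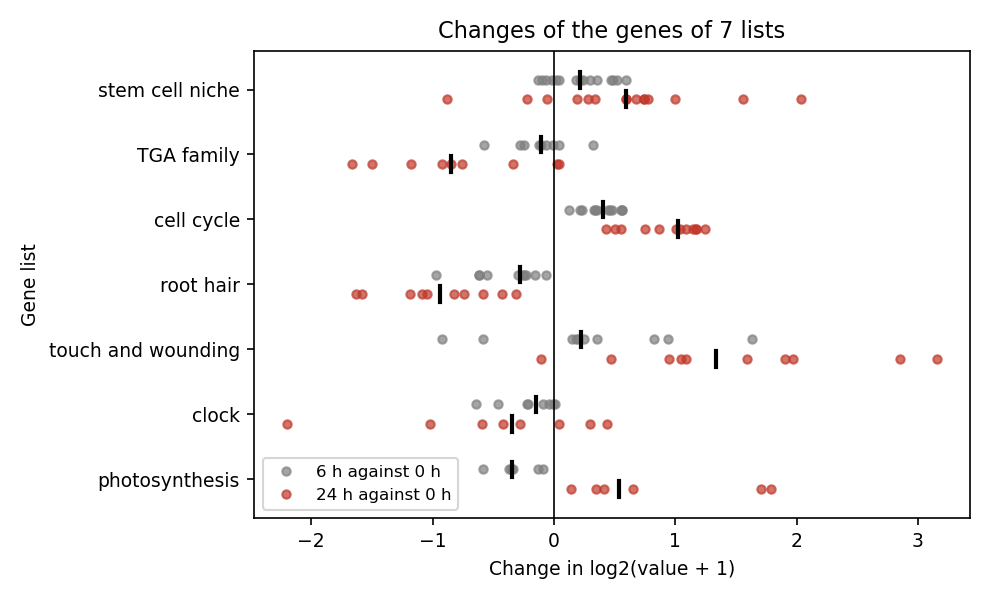
Change in log2(value + 1) from 0 h (x axis) of each gene with a mean value of at least 1 in 7 lists (y axis), at 6 h (grey points) and at 24 h (red points), with black bars at the list medians. All 12 cell cycle genes lie above 0 and all 10 root hair genes lie below 0 at 24 h.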

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

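The tests of PAN against length and overlapping genes and the test of the nitrate response list were chosen before their results were seen. The tests of scaling and length for the genes with opposite directions, and of scaling for PAN, were chosen after. The list of nitrate response genes was chosen after the values of NRT2:1 and NRT1.1 had been seen, and both were left out of it.

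The early and late changes had opposite directions in 82 genes, each of them called at 6 h against 0 h, at 24 h against 0 h and at 24 h against 6 h by the q-values of the authors' deposited table. Of these, 66 were higher at 6 h and lower at 24 h than at 0 h, and 16 were lower and then higher. The nitrate transporter gene NRT2:1 had values of 9.72, 36.0 and 3.64 at 0, 6 and 24 h, and NRT1.1 had values of 213, 437 and 108. When p-values were adjusted within each comparison, 49 of the 82 genes kept all 3 calls. A scaling difference between the times was tested, since 1 factor per time would move all genes the same way. It does not account for both kinds, because 16 genes moved against the direction of the other 66. Quantile normalization shifted these genes by at most 0.16 on the log2 scale. Transcript length was tested at 6 h, where its trend reached at most 0.063 among these genes against a smallest change of 0.44, so length does not account for the change at 6 h. At 24 h the length trend was larger, with a shift of up to 0.72 among these genes, and 2 of the 82 lost their opposite signs once it was removed. Length may therefore contribute to the size of the 24 h change, and it accounts for the sign in 2 genes. A changed nitrate supply after the transfer was tested with 18 nitrate response genes. Their median change at 6 h lay at percentile 91.6 of random lists matched on expression, inside the middle 95%. For 24 h against 6 h it lay at percentile 1.89, outside the middle 95%. With lists matched on expression and length the percentiles were 95.85 and 8.79, both inside the middle 95%. Single genes of the list went both ways. Against 0 h, 5 were called higher and 2 lower at 6 h, and 5 higher and 9 lower at 24 h. A median over such genes cannot decide whether nitrate supply changed. A transient response may remain as a hypothesis, but without mock-treated samples a response to the transfer itself cannot be told apart from a response to PAN.

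PAN was lower at 24 h than at 6 h, by -0.83 in log2(value + 1), although both were far above 0 h. The difference has a q-value of 0.000358 in the authors' deposited table. The trend of the change with transcript length gives only -0.022 at the length of PAN. Under quantile normalization the change was -1.18, so neither the length trend nor this scaling accounts for the fall. Median-of-ratios scaling gave -0.88, but it shifted called genes by at most 0.041 and could not have removed a fall of this size. A decline of induction after an early peak is consistent with these values, but RNA from the transgene and from the endogenous gene was not separated and 2 induced times cannot show when the peak fell.

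Part of the PAN transcript overlaps other genes, so reads of a neighbour were tested as a source of its rise at 6 h. AT1G68630 overlaps PAN on the other strand and changed by -0.044 at 6 h, with values of 0.0312 at 0 h and 0 at 6 h. Reads shared between these genes could not have produced the rise in PAN to 688. Reads shared with AT1G09003 were not tested.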

How the results depend on the processing

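No paired analysis was possible because the table holds 1 pooled value per gene and time, so the replicate numbers in the titles belong to no column. For the same reason the fits that leave out each replicate, the fits with only the samples compared, the constant variance prior, the test over all 3 times and the count-based tools were not run. The pseudocount and both scalings were computed for changes of single genes and of lists. They cannot move calls that rest only on the q-values of the authors' deposited table, but the pseudocount moves the counts with a minimum change. The scalings were not run for those counts. The adjustment within each comparison, the q-value limit of 0.01, the restriction to single-locus rows, the length correction, the authors' log2 fold change and the minimum change on other log2 scales were added after the data were seen.

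The 5 counts of genes stayed within 1.5 times their reported value under 27 of 45 alternatives. Some of these settings leave nearly all calls in place by design, so the 27 are no measure of stability. At 6 h against 0 h, no filter on low values gave 2050 calls and rows of a single locus 2008. A sign kept after removal of the length trend gave 2006. A minimum change of 1 in log2(value + 1) lowered the calls from 2021 to 460 at 6 h against 0 h, from 8504 to 3178 at 24 h against 0 h and from 7034 to 2055 at 24 h against 6 h. It also lowered the genes changed in the same direction at both times from 1379 to 249, and the niche genes from 11 to 2. With a pseudocount of 0.1 these counts were 613, 3990, 2702, 359 and 5 in the same order, and by the log2 fold change of the authors' deposited table they were 638, 4092, 2789, 375 and 5. A q-value below 0.01 left 1224 calls at 6 h and 802 genes at both times. A minimum mean of 5 left 7 niche genes. These alternatives remove calls by construction, and the cause was not tested further.

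Adjustment within each comparison moved the early and late counts in opposite directions. At 6 h it left 1358 calls, all among the 2021, so 663 calls rest on the pooled adjustment. At 24 h it gave 9046 calls, 542 more than reported and with none lost. In the recovered p-values, the share of tested genes without a change was estimated at 85.3% for 6 h against 0 h and 30.9% for 24 h against 0 h. With the pooled adjustment, the largest p-value among calls was 0.0166 in each comparison.

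The direction of calls was compared under each scaling. The share of higher calls moved by less than 10 percentage points under each. Median-of-ratios scaling shifted called genes by at most 0.049 on the log2 scale, below the smallest change of a called gene, 0.33, so it could flip no call and shows no stability. Quantile normalization shifted called genes by up to 0.55, 0.43 and 0.56 at 6 h against 0 h, 24 h against 0 h and 24 h against 6 h, and flipped 0, 0 and 7 calls. Removing the length trend flipped 164 calls at 24 h against 0 h and 199 at 24 h against 6 h. At 6 h against 0 h it shifted called genes by at most 0.070 and could flip none. For named genes other than PAN, the pseudocount and the authors' log2 fold change cannot alter a sign. Both scalings shifted them by at most 0.37, below their smallest change of 0.44, so these settings show no stability of direction. Removal of the length trend shifted them by up to 0.66 and reversed 0 of 51 results. The change of PAN lay between 8.40 and 9.38 at 6 h, between 7.37 and 8.54 at 24 h, and between -1.18 and -0.81 for 24 h against 6 h.

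Because depth and replicate spread are unknown, a gene without a call is not shown to be unchanged, and values near 1, such as those of PLT1, PLT2 and BBM, carry an unknown counting error.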

Other observations

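Tests of the length trend, and of length for the ribosomal protein, cell cycle, root hair and photosynthesis lists, were chosen before their results were seen, as was that of shared stretches in TGA genes. The tests of the clock phases, of the SD within the root hair and cell cycle lists, of the touch and wounding list, and of length for the TGA list were chosen after related results were seen.

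Short transcripts rose and long transcripts fell at 24 h. At 6 h against 0 h the trend was weaker and differed with expression, with rho of 0.047 in the lowest expression quartile, -0.011 and -0.13 in the next ones and -0.14 in the highest, against -0.016 over all genes. The shortest of 10 length classes (median length 730 bp) had a median change of 0.62 at 24 h against 0 h, and the longest (median length 3775 bp) one of -0.47. GC content was tested as a source, but its own rho with the 24 h change was -0.0041, so there was little GC trend to remove. Low expression was tested by quartiles of the mean value, where the weakest rho was -0.30. Without ribosomal protein genes rho was -0.38, and among these 268 genes alone it was -0.47. If length itself acted on each gene, the trend would appear among members of a family as well. Families were formed from the letters that begin a gene symbol, so their members need not be related genes. Within 369 such families, rho of family-centred values was -0.27, against -0.35 over the same 3637 genes without centring. The trend thus remained within groups of like symbols, which does not hold gene function fixed. A difference in RNA integrity, RNA recovery or library preparation between the 24 h samples and the others is a candidate explanation, and a regulated shift toward short transcripts would give the same trend. The pooled table cannot separate these, because replicates and batches are not visible in it. Until they are, the direction, size and number of calls at 24 h may be in part technical. The length trend shifted genes called at 24 h against 0 h by up to 0.73, above the smallest change of such a gene, 0.38. The q-values could not be remade without the trend, so the number of calls that would remain is unknown. The balance of 4251 higher and 4253 lower calls hardly moved when the length trend was removed. Removal sets the median change of all genes near 0 at each length, which favours an even split, so the balance shows no stability. Among the 8379 calls with a transcript length, 4205 were then higher and 4174 lower.

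Ribosomal protein genes rose at 24 h, with a median change of 1.27 and 250 of 268 called higher in the authors' deposited table. These transcripts are short, with a median length of 998 bp, so length was tested as the explanation. Their median lay at percentile 100 of random lists matched on expression and length, whose median was 0.32, and it was 0.78 after the length trend was removed. The photosynthesis list gave the other outcome: its median of 0.53 lay at percentile 75.01 of such lists, so length may account for that median. CAB1 and RBCS1A rose by 1.71 and 1.79 from 0 to 24 h, above the largest length shift of a called gene, 0.73. LHCA1, LHCB3, PSAD-1 and PSBO1 rose by 0.14 to 0.65, below it. The same list was lower in 6 of 6 genes at 6 h, but none of them was called. Its 6 h median of -0.34 lay at percentile 0.96 of such lists. For 24 h against 6 h the median of 0.75 lay at percentile 97.2. Length therefore does not account for the low list median at 6 h. Among 35 plastid-encoded rows with a mean of at least 1, 27 were higher at 24 h and 9 were called higher, against 4 called lower. No explanation was tested for the plastid rows.

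The cell cycle list was higher in 12 of 12 genes at 6 h, with a median of 0.40, and at 24 h, with a median of 1.02. Length was tested, and the 24 h median lay at percentile 99.99 of lists matched on expression and length. The root hair list was lower in 10 of 10 genes at both times, and its 24 h median of -0.94 lay at percentile 0.13 of such lists. One candidate explanation is a changed mix of tissue in the dissected tips, with more dividing and fewer hair-bearing cells, which would move the genes of a list by a similar factor. The SD of the 24 h changes was 0.29 in the cell cycle list, at percentile 0.04 of random lists matched on expression, and 0.45 in the root hair list, at percentile 1.94. Both values are consistent with such a shift, but single root hair genes, singled out after their values were seen, go against 1 shared factor. PRP1 changed by -0.97 at 6 h and -0.42 at 24 h and is higher at 24 h than at 6 h, with a q-value of 0.0134 in the authors' deposited table. At 24 h the changes ran from -1.63 in SHV2 to -0.31 in XTH14. Joint regulation of each list would give similar values, so a change of tissue mix and a response to PAN cannot be told apart here.

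The touch and wounding list, which includes TCH4 and CML38, had a median change of 0.22 at 6 h and of 1.34 at 24 h. Length was tested, and the 24 h median lay at percentile 100 of lists matched on expression and length. Handling at the transfer to estradiol lies nearer to the 6 h harvest and would give a list median at least as high there, whereas 0.22 is below the 24 h value. Still, 8 of 10 genes were higher at 6 h, 3 were called higher and 2 lower, and the median lay at percentile 99.76 of lists matched on expression and 99.6 of lists matched on expression and length. The list was thus raised at 6 h already, and a response to the transfer cannot be told apart from a response to PAN. Handling or dissection at harvest was not tested and could give the 24 h value if it differed between harvests.

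The TGA list, made of bZIP genes related to PAN, had a median change of -0.85 at 24 h, and 6 of the 9 genes were called lower in the authors' deposited table. Reads shared between family members were tested as a source. No TGA gene shared over 8.30% of its 100 bp stretches with another gene, and 8 of 9 shared 0. Length was tested, and the median lay at percentile 0.84 of lists matched on expression and length. The 6 genes are TGA1, TGA3, TGA4, TGA7, TGA9 and TGA10, each lower under both scalings and after removal of the length trend. The other 3, TGA2, TGA5 and TGA6, had a median change of 0.025, or -0.019 under median-of-ratios scaling, and were not called. That split was seen in the data, and the difference between both sets was not tested. A fall of part of this family after PAN induction may be a hypothesis for a replicated table with mock-treated samples.

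The clock list was examined for a difference in the time of day at harvest, which would move morning and evening genes in opposite directions. Over all 11 genes, the 6 morning-phased genes had a median change of -0.62 at 24 h and the 5 evening-phased genes one of -0.28. The shared sign is no evidence against a shift in time of day. The evening-phased median lay at percentile 61.64 of lists matched on expression and length, and 2 of the 5 genes were higher, neither of them called. GI, singled out after its values were seen, was the only evening-phased gene called at 24 h against 0 h. It changed by -2.20, with a q-value of 0.000358 in the authors' deposited table. At 6 h, 5 of the 5 evening-phased genes were lower and 2 were called, GI and ELF4. ELF4 changed by -0.46 at 6 h and was called higher for 24 h against 6 h, by 0.75. The 3 morning-phased genes with a mean of at least 1 had a median of -0.59, at percentile 4.90. PRR7 and RVE8 were called lower, and RVE1 was higher without a call. LHY and PRR9 lay below that mean, with values of 0.329 and 0.278 at 24 h. For 24 h against 0 h the authors' deposited table gives them log2 fold changes of -1.72 and -2.75, with q-values of 0.00174 and 0.00198. CCA1, also below that mean, had no q-value below 0.05. A different time of day at harvest cannot be told apart from other sources of these changes.

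Gene families were formed from the letters that begin a gene symbol, which gave 105 families of at least 10 genes. Against lists matched on expression and length, 10 families lay in the lowest 0.5% and 7 in the highest 0.5% at 6 h. At 24 h these numbers were 12 and 6. About 1.05 in all would be expected if genes of a family changed independently of each other. The random lists cannot show whether they do, so the excess is no test against chance. At 6 h the lowest included arabinogalactan (AGP), fasciclin-like (FLA), xyloglucan hydrolase (XTH) and aquaporin (PIP) genes, with median changes of -0.60, -0.56, -0.52 and -0.51. At 24 h they included GSTU, PIP and UGT genes, with medians of -0.85, -0.92 and -0.74. The highest at 6 h were the EMB, HSP, TIM, ABCC, WRKY, RPS and EIF genes, with medians between 0.13 and 0.25. At 24 h they were the RPL, RPS, SCL, EIF and EMB genes and those with the symbol emb in small letters, with medians between 0.28 for EMB and 1.26 for RPL. No named direction flipped under either scaling or after removal of the length trend, though median-of-ratios scaling, with shifts of at most 0.049 in called genes, could not have flipped one. The families were not chosen before the data were seen, and no explanation was tested for them.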
